A study of Mus musculus with 12 samples.

How the data were processed

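The series holds 2 experiments on mouse 2-cell embryos, the stage at which the embryo's own genome becomes transcribed. In the knockdown experiment, Eif1ad3 and related transcripts were targeted and RNA was sequenced from 2 control and 2 knockdown libraries. The labels give the knockdown reagent in differing ways: the design text names a guide RNA delivered into 1-cell embryos with mRNA of RfxCas13d, an RNA-cutting enzyme, and the samples' protocol names morpholino oligos delivered into oocytes with Cas13d protein. In the immunoprecipitation experiment (RIP-seq, sequencing of the RNA recovered with a protein), zygotes received in vitro transcribed mRNA for His-tagged Eif1ad3 at 200 ng/uL, and lysates of 200 cells per replicate were incubated with beads carrying an anti-His antibody or, as the negative control, IgG. Per the labels' protocols, libraries were made with a Smart-seq2 kit and Nextera XT and sequenced on HiSeq X as 150 bp paired-end reads. Smart-seq2 amplifies cDNA by PCR without molecular identifiers, so reads are not independent molecules, and the floors given here cover counting error only.

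The deposited values are CPM, each gene's reads scaled by the authors to a common total per library. The labels state no aligner, counter, genome build, annotation or gene filter. In each library the CPM values were whole multiples of what 1 read is worth, and 100% of the values came out as whole reads, so the reads per gene and the totals the authors divided by could be recovered. Those totals were 25007497 and 24897127 reads for control replicates A and B, 27902514 and 18173916 for knockdown replicates A and B, 5925209 and 4678563 for IgG replicates A and B, and 8364126 and 7917501 for His replicates A and B. A floor of 3 reads corresponds to 0.108 to 0.165 CPM in the knockdown table and to 0.359 to 0.641 CPM in the immunoprecipitation table. The 2 tables were normalized separately, so tests were made within a table only. Genes are named by the symbols in the files, and no genomic positions are given because the build of the annotation is not stated.

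Of 12 labelled samples, 8 entered the comparisons. The names of 4 further value columns in the immunoprecipitation table do not decide which of the input and total RNA samples they belong to, so these columns were not used here, and 6 of the 13 planned results, all of which needed input or total RNA, were not run. The comparison of His with IgG was planned as a fit over 8 immunoprecipitation libraries and was made on the 4 His and IgG libraries. This leaves fewer residual degrees of freedom for the spread, and the filter on low values counts those 4 libraries.

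Genes with at least 1 CPM in at least 2 libraries of a comparison were tested on log2(CPM + 1) with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a mean-variance trend, two-sided), with Benjamini-Hochberg adjustment and a threshold of 0.05. Fold changes are on the log2(CPM + 1) scale, which understates the change of low genes. Standard errors (SE) are limma's moderated ones, and ± values are SD over 2 replicates. Gene sets were tested with limma's camera (inter-gene correlation 0.01), which asks whether a set's genes moved relative to the other genes, adjusted over all 14 tests of a set in a comparison, or over 7 where a single comparison was tested, as for the other divisions of the knockdown and control libraries; a planned set of mitochondrially encoded genes had no gene in the tables and was not tested. Overlaps were tested with Fisher's exact test, and with the Mantel-Haenszel test where stratified. Both treat genes as independent, which they are not, so their p-values may be too small. Correlations across genes carry no p-value, since genes are not independent replicates.

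The gene sets, a list of 9 Eif1ad genes and a panel of 2-cell and oocyte genes, the tests and most alternatives were fixed before the data were examined. Genes named in the text are the Eif1ad genes, the panel, and in each comparison the 5 genes with the largest change in each direction among those past the threshold, at a mean of at least 10 CPM and with both libraries of a group above both of the other; where no gene passed, the 3 genes with the smallest p in each direction are given as not passing. Some genes that meet this rule are not reported here. Any other gene named was chosen after its values were seen. The alternatives were other pseudocounts (0.1 and 5), filters, scalings (median rescaling and quantile normalization), no trend, the replicate letter as a block, other thresholds, leaving out each replicate, and the count tests of edgeR 4.0.16 and DESeq2 1.42.0 on the recovered reads. Library weights and a restriction to genes at 100 CPM or more in control embryos were added after the data were seen. The pairing used by the block comes from the replicate letters A and B in the sample titles, which do not state that samples with the same letter were handled together.

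The tests were checked on simulated reads for the genes and totals of the knockdown table, with 200 genes changed. Every gene in both groups was given the same dispersion, and genes were drawn independently of each other. At the dispersion edgeR estimated from the real libraries (0.272), limma recovered 8% of genes changed by 2 on the log2 scale, with 4 false calls, and 46.5% of genes changed by 3, with 6 false calls; edgeR recovered 0.5% and 44.5%. With a dispersion of 0.0272, limma and edgeR recovered 100% of the changed genes at either size. A simulated change of -0.6 in the 87 ribosomal protein genes was estimated at -0.64 and passed, with 0 of the 6 other sets passing. In simulations without a set change, 2 of 140 set tests passed. Since genes were drawn independently, these simulations lack any shift shared by the genes of a set within a library. The 2 of 140 is therefore not a rate of false set calls for the real libraries. Figures were drawn with matplotlib 3.10.9.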

Results

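RNA was profiled in 8 libraries from mouse 2-cell embryos, in 4 groups of 2 replicates (A and B). The knockdown table listed 17866 genes in 2 control libraries, which received the RNA-cutting enzyme or control reagent alone, and 2 knockdown libraries directed at Eif1ad3 and its relatives. The immunoprecipitation table listed 19390 genes in 2 libraries recovered with an anti-His antibody from embryos given mRNA for His-tagged Eif1ad3, and in 2 libraries recovered with IgG. Library totals were 18173916 to 27902514 reads in the knockdown table and 4678563 to 8364126 reads in the immunoprecipitation table. On the log2(CPM + 1) scale, Pearson's correlation across genes was 0.971 between the control replicates, 0.932 between the knockdown replicates, 0.911 between the His replicates and 0.564 between the IgG replicates. Control and knockdown libraries correlated at 0.940 to 0.963, so the knockdown replicates were less alike than any such pair. IgG and His libraries correlated at 0.623 to 0.629, above the value between the IgG replicates.

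The targeted gene was examined first. Eif1ad3 was at 839 and 663 CPM in control replicates A and B (20985 and 16503 reads) and at 277 and 377 CPM in knockdown replicates A and B (7717 and 6847 reads). Its mean was 751 ± 125 CPM in controls and 327 ± 70.8 CPM in knockdown embryos (SD, n = 2 each), or 43.5% of the control mean. The log2 fold change was -1.21 with an SE of 0.33, and its limma p of 0.00608 gave an adjusted p of 0.859 over the 13332 genes tested and of 0.0344 over the 17 genes of the list fixed in advance. With the replicate letter as a block the adjusted p over all genes was 0.375; deviations from the group means correlated at 0.146 between same-letter libraries. Leaving out a replicate moved the fold change to between -1.43 and -0.98, and among the other alternatives quantile normalization moved it most, to -1.12.

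All 9 genes with a symbol starting with Eif1ad had a lower mean in knockdown than in control embryos, with log2 fold changes from -1.68 (Eif1ad6) to -0.18 (Eif1ad). In 8 of the 9, both knockdown libraries were below both controls, an arrangement that chance gives 16.7% of genes; the exception was Eif1ad. Over the list of 17 genes, 4 passed the adjusted threshold in limma: Eif1ad6 (adjusted p 0.0205), Eif1ad8 (0.0256), Eif1ad3 (0.0344) and Eif1ad16 (0.0444). None of the 17 passed when adjusted over all genes. Because the Eif1ad genes are a multigene family, reads could be divided between copies in ways the labels do not state, so values of single members are uncertain. Among 6143 genes at 10 CPM or more in every library of the knockdown table, 56 shared identical reads in every library with another gene, and none of the 9 Eif1ad genes was among them.

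**Figure D1:**
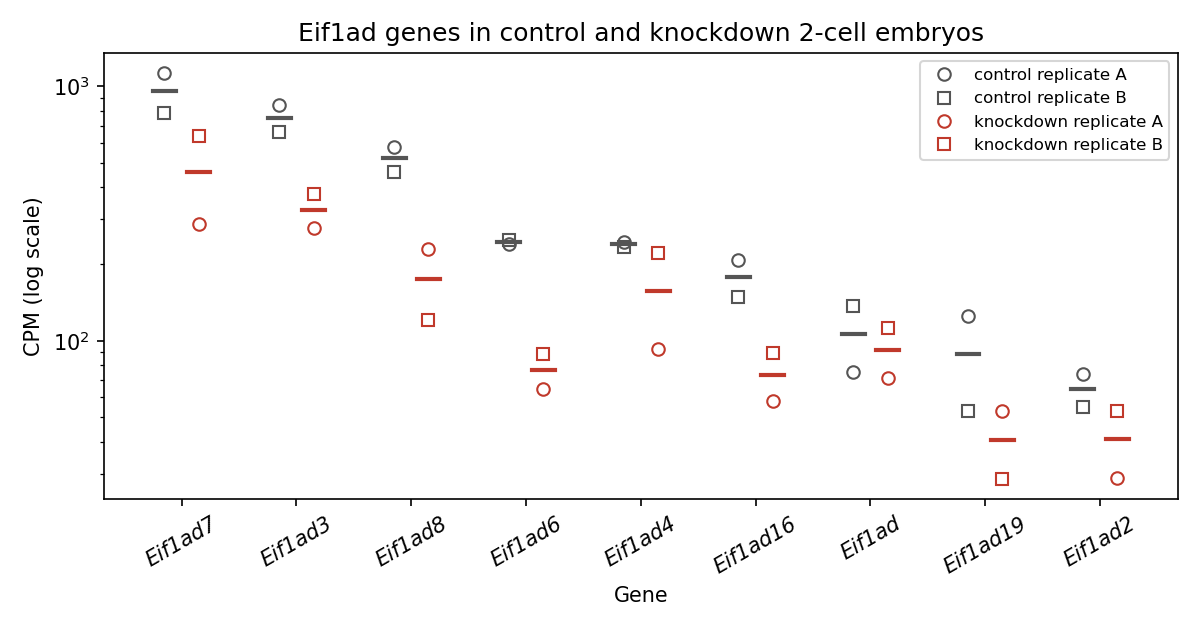
CPM (log axis) of the 9 Eif1ad genes in control (grey) and knockdown (red) 2-cell embryos; circles are replicate A, squares replicate B and bars the means of 2 libraries. Both knockdown libraries lie below both controls for 8 genes, the exception being Eif1ad, and Eif1ad3 falls from 751 to 327 CPM.

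Across all 13332 genes tested, none differed between knockdown and control embryos at an adjusted p under 0.05 in limma. The smallest adjusted p was 0.469, and 726 genes had an unadjusted p under 0.05 (393 higher, 333 lower) where 667 would be reached by chance. Both libraries of a group lay above both of the other for 4871 genes (36.5%), against 33.3% by chance. The median gene's SD between replicates was 0.24 log2 units in controls and 0.49 in knockdown embryos. In the self-test, with the same dispersion of 0.272 for every gene in both groups, limma recovered 8% of genes changed by 2 log2 units. It did not copy the smaller spread of the controls or differences in spread between genes. The share of such changes detectable in these libraries is therefore not known, and a lack of calls does not show a lack of changes. With the replicate letter as a block, 2 genes passed, Gm281 and Scn9a, both higher in knockdown; the correlation of same-letter deviations was 0.146. In that block fit 41 genes differed between the letters A and B. On the recovered reads edgeR called 0 genes (758 with an unadjusted p under 0.05), and DESeq2 called 15, of which 14 were higher, the largest count among the alternatives.

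The genes with the smallest p, none of which passed in limma on the deposited values with no block or library weights, were Gm281, Slc25a31 and Zfp735 among those higher in knockdown and Eif1ad6, Gm5543 and Fthl17f among those lower. Gm281 had 0 reads in both control libraries and 24.4 and 81.7 CPM in knockdown replicates A and B (682 and 1484 reads), with an adjusted p of 0.469. Slc25a31 averaged 18.1 ± 2.83 CPM in controls and 91.7 ± 39.3 CPM in knockdown embryos (n = 2 each), and Gm5543 averaged 917 ± 43.7 and 377 ± 59.7 CPM; their adjusted p in limma was 0.859. Slc25a31 and Fthl17f passed in limma with the replicate block and median rescaling together (adjusted p 0.00498 each) and with DESeq2 on the recovered reads (0.00659 and 0.00455), as did Gm281, which also passed with library weights (0.0367). In the panel of stage genes, the 2-cell genes Zscan4d, Zfp352 and Obox3 had log2 fold changes of -0.47, -0.11 and -0.34, and the oocyte-expressed gene Zp3 of -0.79, with adjusted p of 0.859 to 0.983. Gdf9, another oocyte gene, was at 1005 CPM in knockdown replicate A and at 91.2 CPM in replicate B, against 345 and 283 CPM in the controls.

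Gene sets fixed in advance were compared next. In knockdown against control embryos the median log2 fold change was -1.13 for the 9 Eif1ad genes (adjusted p 2.2e-08 by limma's camera), -0.60 for 87 ribosomal protein genes (75 lower; 6.8e-14), -0.43 for 53 genes of ribosome biogenesis and RNA polymerase I (43 lower; 4.1e-07) and -0.38 for 37 genes of the 2-cell stage (31 lower; 0.000152). The 49 oocyte genes (0.02), 41 proteasome subunit genes (0.05) and 49 translation initiation factor genes (-0.05) did not pass. With the replicate letter as a block (same-letter correlation 0.146), the 4 sets that passed still did, with adjusted p of 1.6e-10, 8.9e-12, 1.5e-06 and 0.0005 in the order given. When members of multigene families were left out, the 2-cell set kept 8 genes, with a median of -0.28 and an adjusted p of 0.719, so its call was not kept in the smaller set. Sets also passed when the 4 libraries were divided in other ways, with p adjusted over the 7 sets of each division. With replicates B against replicates A, the oocyte genes passed with a median of -0.85 and an adjusted p of 5.4e-15. The ribosomal protein genes passed with a median of 0.08 and an adjusted p of 0.0121. With control B and knockdown A against control A and knockdown B, the oocyte genes passed (median 0.63, adjusted p 4.6e-07). So did the Eif1ad genes (median -0.39, adjusted p 0.00985). The adjusted p of a set therefore includes differences between libraries of the same group.

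Both knockdown libraries lay below both controls in the ribosomal protein set, with median log2 differences from the control mean of -0.56 and -0.55 in replicates A and B and of -0.06 and 0.06 in the controls. For the oocyte genes the knockdown libraries lay on opposite sides of the controls, at 0.96 in replicate A and -0.94 in replicate B.

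**Figure D2:**
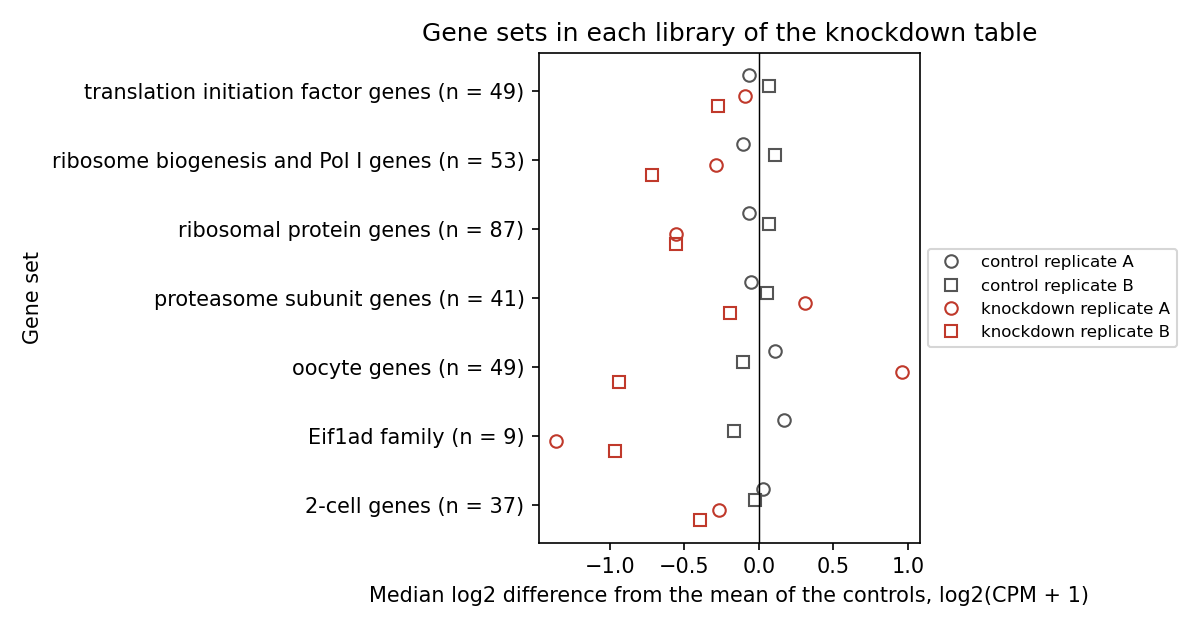
Median log2 difference of each gene set from the mean of the controls, on the log2(CPM + 1) scale (x axis), for every library of the knockdown table; grey marks are controls, red marks knockdown, circles replicate A and squares replicate B. The ribosomal protein genes lie at -0.56 and -0.55 in the knockdown libraries, and the oocyte genes at 0.96 and -0.94.

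The immunoprecipitation addressed which RNAs are recovered with His-tagged Eif1ad3, with IgG as the background. The His libraries had 12246 and 12270 genes at 1 CPM or more in replicates A and B, and the IgG libraries 5148 and 5564. Of the genes listed, 12574 and 12217 had 0 reads in IgG replicates A and B, against 5146 and 5313 in the His replicates. Detection was also uneven between the IgG replicates: of 3690 genes at 10 CPM or more in IgG replicate A, 852 (23.1%) had no read in IgG replicate B, and of the genes at that level in B, 1106 (25.5%) had none in A. The same shares in the His replicates were 1.20% and 1.11%.

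At an adjusted p under 0.05 in limma, 4111 of 11232 genes differed between His and IgG, 4008 higher and 103 lower in His. Of the genes higher in His, 2693 (67.2%) had 0 reads in both IgG libraries. The median log2 fold change of all tested genes was 2.01, and the mean SD between replicates was 1.54 log2 units in IgG and 0.50 in His. The number called depended on the test: edgeR on the recovered reads called 0 genes, with a smallest adjusted p of 0.0547 and 4592 genes at an unadjusted p under 0.05, DESeq2 called 5513, and quantile normalization left 0, with 2339 at an unadjusted p under 0.05. Median rescaling gave 3108 higher and 768 lower genes, so that 80.2% of calls were higher against 97.5% as deposited.

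Genes were also binned by their level in control embryos, taken from the other, separately normalized table. The mean CPM in His over that in IgG was 0.86 to 1.11 in the bins from 10 to 1000 CPM, with 0.516 in the bin under 1 CPM and 1.32 in the bin of 1000 CPM or more. For the 2722 genes at 10 to 30 CPM in control embryos, the mean was 52.0 and 47.0 CPM in IgG replicates A and B and 42.7 and 42.4 CPM in His replicates A and B. In the same bin 52.5% and 50.7% of the genes had 0 reads in the IgG libraries, against 3.56% and 4.56% in the His libraries.

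**Figure D3:**
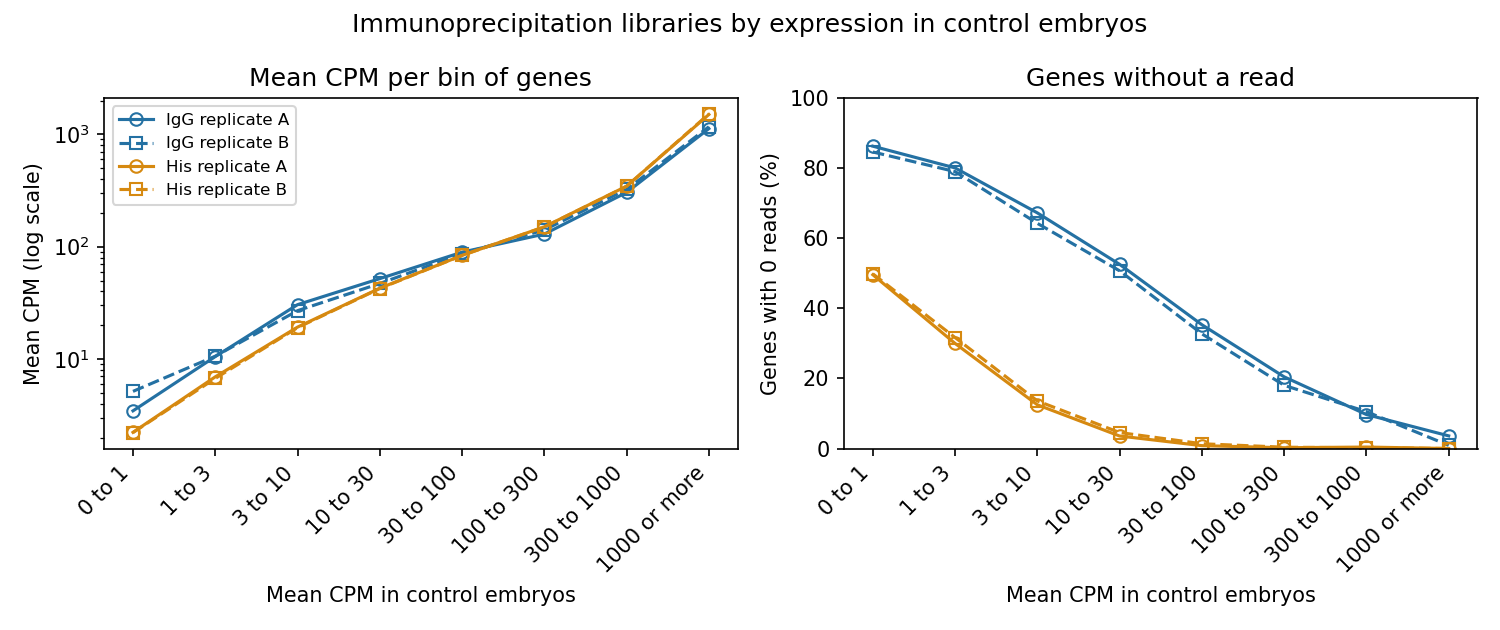
Genes binned by mean CPM in control embryos (x axis); the left panel gives the mean CPM of each bin (log axis) and the right panel the percentage of genes with 0 reads, in IgG (blue) and His (orange) libraries, replicate A as circles and B as squares. In the 10 to 30 CPM bin the mean is 52.0 and 47.0 CPM in IgG and 42.7 and 42.4 CPM in His, while 52.5% and 50.7% of genes have no read in IgG and 3.56% and 4.56% in His.

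The genes with the largest change in favour of His were Sec22a, Pigf, Rnf181, Pdhx and Gm5698, with log2 fold changes of 7.79 to 8.29 and an adjusted p of 0.00997 in limma, which was also the smallest adjusted p of any gene. Sec22a had 0 reads in both IgG libraries and averaged 311 ± 21.8 CPM in His (n = 2). Among the genes with the largest change in favour of IgG were Cdsn, Large2 and Nid2, with log2 fold changes of -7.46 to -6.51 and adjusted p of 0.0114 to 0.0277. Cdsn averaged 229 ± 120 CPM in IgG and had 4 and 0 reads in the His replicates. Of the 18 genes of the Eif1ad list and the panel that were tested, 6 passed over all genes and 7 when adjusted over the list. Dppa3 averaged 1012 ± 106 CPM in IgG and 4445 ± 144 CPM in His (log2 fold change 2.14, SE 0.09, adjusted p 0.00997). The fold change of Dppa3 was -0.21 with median rescaling (adjusted p 0.659), 2.15 with quantile normalization (0.140), 2.06 with edgeR (0.0547) and 1.81 with DESeq2 (2.0e-24). Btg4 averaged 106 ± 111 and 1726 ± 8.1 CPM (log2 fold change 4.58, SE 1.08, adjusted p 0.0513). Eif1ad3 itself was at 1.35 and 30.8 CPM in IgG and at 80.3 and 83.6 CPM in His, a difference that did not pass (log2 fold change 3.26, SE 1.66, adjusted p 0.252).

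Because all genes together shifted, sets were read against the median of all genes. The ribosomal protein genes had a median log2 fold change of 0.07 between His and IgG, below the all-gene median of 2.01 (limma's camera, adjusted p 4.2e-06), and the ribosome biogenesis genes of 0.74 (0.000487). Median rescaling, which moved the all-gene median by -0.98, turned both medians negative, to -2.27 and -1.48, as did quantile normalization, which moved it by -2.09, to -0.35 and -0.62; the all-gene medians were then 1.03 and -0.08. Both sets passed with median rescaling, and neither passed with quantile normalization (adjusted p 0.323 for each). Against random lists matched on mean expression, the ribosomal protein genes stood at percentile 0.99 (adjusted p 0.0467) and the ribosome biogenesis genes at percentile 9.65 (adjusted p 0.386). By camera the Eif1ad, 2-cell, oocyte, proteasome and translation initiation factor sets did not pass on the values as deposited; against the matched lists the oocyte set passed, at percentile 100 (adjusted p 0.0007), and the other 4 did not.

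Whether RNAs recovered with His-tagged Eif1ad3 were those changed by the knockdown was addressed across the 10337 genes tested in both tables. Spearman's rho between the log2 fold changes was 0.05, and it ranged from -0.06 to 0.13 over the 16 pairings of single libraries, so its sign was not determined. No gene passed in the knockdown comparison, so the planned overlap of called genes was 0 in either direction by construction. Lists of the 500 genes ranked highest in each direction were then taken, by limma's moderated t (fold change over SE) and not by fold change. Of the genes lower in knockdown, 10 were among the 500 most in favour of His, where 24.2 would be reached by chance (odds ratio 0.389, Fisher's exact p 0.00123, two-sided). Of the genes higher in knockdown, 27 were (odds ratio 1.13, p 0.521). Stratified by expression decile, the odds ratio of the lower genes was 0.58 with a Mantel-Haenszel p of 0.116.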

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

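The tests of library weights and of genes at 100 CPM or more in control embryos were chosen after the results were seen. In knockdown against control embryos, the median changes of the Eif1ad, ribosomal protein, ribosome biogenesis and 2-cell sets kept their direction under every alternative run and passed in those that recomputed the set test, except that the 2-cell set without multigene families (-0.28) did not pass. The looser threshold of 0.1 and the fold-change minimum for genes do not alter a set test and are not counted here. The count of 0 genes at an adjusted p under 0.05 (726 unadjusted) became 2 with the replicate block, 10 with the replicate block and median rescaling, 15 with DESeq2 and 1 with library weights, and stayed at 0 in the others. Eif1ad3 kept its direction and did not pass over all genes in any setting, with adjusted p from 0.375 to 0.921. The oocyte set passed with edgeR (0.40) and DESeq2 (0.39) and reversed without multigene families (-0.013, not passing). The cause of these changes was not tested.

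His against IgG moved more. The 4111 genes called became 2356 at a mean of at least 5 CPM, 314 of 1946 at 100 CPM or more in control embryos, and 0 with quantile normalization, with edgeR and with the replicate block and median rescaling. Unadjusted p values were under 0.05 for 2339, 4592 and 4472 genes in those 3 settings, and their smallest adjusted p were 0.14, 0.0547 and 0.0501. At an adjusted p under 0.1, edgeR called 4359 genes, so its 0 reflects p values just over the threshold. With the replicate block alone 3894 genes were called; same-letter deviations correlated at -0.01.

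Set medians between His and IgG crossed 0 in the following settings, which also moved the median of all genes, from 2.01 to 1.76 with a mean of at least 5 CPM, 1.03 with median rescaling, -0.08 with quantile normalization, 1.56 with edgeR, 1.30 with DESeq2 and 1.31 at 100 CPM or more in control embryos. The ribosomal protein genes (0.07 as reported) were at -0.019 with a mean of at least 5 CPM, -2.27 with median rescaling with or without the replicate block, -0.35 with quantile normalization, -0.40 with edgeR, -0.64 with DESeq2 and -0.37 at 100 CPM or more in control embryos. The ribosome biogenesis genes (0.74) were at -1.48, -0.62, -0.38, -0.64 and -0.054 in the settings other than the filter at 5 CPM, and did not pass against matched random lists (0.74, adjusted p 0.386). Both sets lay below the median of all genes in each of these settings, so their position relative to the other genes did not reverse. The proteasome genes were at -0.036 with median rescaling with or without the replicate block, -0.12 with quantile normalization and -0.021 with DESeq2. The oocyte genes were at -0.81 and the translation initiation factor genes at -1.33 with median rescaling with or without the replicate block. With median rescaling the oocyte (adjusted p 0.000608), proteasome (0.0371) and translation initiation factor (0.00488) sets passed, below the median of all genes as they were on the deposited values, which raised the sets called from 6 to 9 of 14; with the replicate block as well, their adjusted p were 2.2e-05, 0.0389 and 0.00386. With quantile normalization the ribosomal protein and ribosome biogenesis sets did not pass (adjusted p 0.323 for each). The oocyte genes passed above the median of all genes with quantile normalization (0.64) and above matched random lists (1.54, adjusted p 0.0007). Before adjustment that p was 0.0002, the smallest such lists can give. The Eif1ad genes were at -0.0020 with quantile normalization. Rescaling multiplies a library, so it moves genes with reads in IgG and leaves those at 0. With median rescaling, Dppa3 moved from 2.14 to -0.21, Gdf9 from 0.68 to -1.67 and Zp3 from -1.04 to -3.38, all with reads in IgG. Usp17lc and Sec22a, with 0 reads in both IgG libraries, moved from 4.98 to 4.87 and from 8.29 to 8.18. The reversals of Dppa3 and Gdf9 there therefore reflect the scale applied to each library. For the sets and the other settings, the share of the crossings this accounts for was not tested.

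Among single genes, those that reversed in settings with a test were, with median rescaling with or without the replicate block, Usp17lc in the knockdown comparison (0.022) and Zscan4d (-0.17), Gdf9 (-1.67) and Dppa3 (-0.21) in His against IgG. With quantile normalization they were Gdf9 in the knockdown comparison (0.045) and Zscan4d (-1.46) and Duxf3 (-0.33) in His against IgG. Gdf9 in the knockdown comparison was at 0.71 with edgeR and 0.69 with DESeq2. In His against IgG, Gdf9 passed on the deposited values (0.68, adjusted p 0.0164) and in the opposite direction with median rescaling (adjusted p 0.0230). With the replicate block as well, Gdf9 did not pass (0.0501). Zscan4d (0.960) and Dppa3 (0.659) did not pass with median rescaling. For the 41 results on single genes other than Eif1ad3 in the knockdown comparison, 51 values were weaker, 16 stronger and 13 reversed in settings with a test. These counts include the looser threshold of 0.1 and the fold-change minimum, which read the same fit at another cutoff. When a replicate was left out, 6 values moved by more than 1 SD between replicates. Of the 164 values with a replicate left out, 8 changed sign, all in the knockdown comparison and for 5 genes whose ranges crossed 0: Eif1ad (-0.60 to 0.24), Gdf9 (-1.77 to 1.68), Usp17lc (-0.53 to 0.49), Dppa3 (-0.41 to 0.10) and Btg4 (-0.019 to 1.14).

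Spearman's rho between the knockdown and His changes was -0.038 with quantile normalization and ran from -0.045 to 0.15 across the 8 fits that each left out a replicate. The overlap of genes higher in knockdown with those higher in His was 4 with DESeq2, and the lists of 500 genes shared 10 lower and 27 higher genes.

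Leaving out each replicate in turn left an arm with 1 library, so these are values without a test. Across the 4 fits of the knockdown table, the log2 fold change of Eif1ad3 ran from -1.43 to -0.98, and the medians ran from -1.39 to -0.87 for the Eif1ad set, -0.67 to -0.42 for the ribosomal protein set, -0.72 to -0.29 for the ribosome biogenesis set, -0.43 to -0.27 for the 2-cell set, -0.94 to 0.96 for the oocyte set, -0.19 to 0.31 for the proteasome set and -0.27 to -0.029 for the translation initiation factor set. Across the 4 fits of His against IgG they ran from -0.31 to 0.11 for the ribosomal protein set, -0.0041 to 0.88 for the ribosome biogenesis set, 0.46 to 1.68 for the proteasome set, 1.09 to 1.83 for the oocyte set, 0.90 to 1.22 for the translation initiation factor set, 1.38 to 2.89 for the Eif1ad set and 1.04 to 2.68 for the 2-cell set.

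A fit restricted to the 2 groups compared, and a requirement that a gene exceed input RNA as well as IgG, were not run as settings of their own, since input and total RNA were not used here.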

Other observations

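The tests on the share of reads in the highest genes, on average recovery, on Y-linked genes as a sign of sex composition, on embryo stage and scaling for the ribosomal protein genes, and on the oocyte to 2-cell ratio in IgG were chosen after the result was seen.

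The excess of genes higher in His (4008 against 103 lower) was set against the possibility that the IgG libraries were made from few RNA molecules. IgG libraries were simulated by drawing molecules from the mean His composition, 20990 and 25542 of them so that the genes at 1 CPM or more matched the IgG replicates, and amplifying them to the IgG read totals. With no true difference in composition, limma called 3337 genes higher and 12 lower. The simulated replicates correlated at 0.663, above the 0.564 of the real IgG replicates, and 1856 genes were called higher both there and in the real comparison. Because the number of molecules was chosen to match detection in IgG, an excess was largely built in: the simulation shows that low detection is enough to give such a count, not that few molecules caused it. Over the 6667 genes at 10 to 300 CPM in control embryos, the summed CPM of His over IgG was 0.982, while 39.3% and 37.0% of these genes had 0 reads in the IgG replicates against 1.81% and 2.46% in the His replicates. CPM fixes the total of each library, so the ratio of sums over a broad range is held toward 1, though not fixed there. It therefore does not show equal recovery. By bins of expression the ratio rose from 0.516 to 1.32. Read totals did not account for the excess, since 3987 genes were called higher after the His libraries were thinned to the IgG totals, nor did a few dominant genes, since the 50 highest genes held 21.9% and 21.1% of reads in IgG replicates A and B and 23.2% and 23.3% in His (lowest IgG minus highest His, -2.14 percentage points). Low molecule number remains as a candidate explanation that these tests do not settle. A smaller amount of RNA on IgG beads is itself what binding to the tagged protein would give, and CPM does not measure that amount, so binding and low input cannot be told apart gene by gene here.

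The immunoprecipitation libraries held a mixture of oocyte and 2-cell transcripts unlike that of the knockdown table. The summed CPM of the oocyte set over that of the 2-cell set was 19.3 and 19.4 in the His replicates, against 4.07 and 3.77 in the controls and 7.05 and 4.72 in knockdown replicates A and B; the tables were normalized separately, but this ratio is taken within a library. The ratio was 19.6 and 16.9 in IgG replicates A and B, so it did not need the His antibody. A candidate explanation is that the embryos used for the immunoprecipitation were collected earlier than those of the knockdown table. A loss of 2-cell transcripts on beads of either kind would give the same ratio and was not tested, since input RNA was not used here. In the same libraries Eif1ad3, the injected transcript, was at 80.3 and 83.6 CPM in His, against 839 and 663 CPM in the control embryos of the other, separately normalized table.

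The fall of ribosomal protein genes in knockdown embryos was not removed by median rescaling (-0.56). A difference in embryo stage was not excluded. The knockdown libraries lay on opposite sides of the controls for the oocyte set, while both lay below them for the ribosomal protein set, the nearer at -0.55. Both also lay below the controls for the 2-cell set (-0.27 and -0.39), and their ratios of summed oocyte to 2-cell CPM, 7.05 and 4.72, were above the 4.07 and 3.77 of the controls. The median change of the ribosomal protein set was -0.60 in the real division of the 4 libraries, 0.08 by letter and 0.13 in the remaining division. The number of sets called was compared across the 3 divisions of the 4 libraries into pairs. Of the 2 divisions that part both same-letter pairs, 1, the real one, gave 4 of 7 sets, the other giving 2; the division by letter also gave 2. A share under 0.05 cannot be reached with 4 libraries whatever the data, so this count alone cannot tell the number of sets apart from differences between single libraries. GC content and transcript length were not tested.

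The count of 726 genes at an unadjusted p under 0.05 in knockdown against control was matched by a division unrelated to the treatment. Of the 2 divisions that part both same-letter pairs, 1, the real one, reached that count, the other giving 340 genes, but replicates A against replicates B gave 821.

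The Eif1ad genes fell further than the 2-cell genes in general: 0% of 10000 random subsets of the 2-cell set had a median as low as that of the 9 Eif1ad genes. A general fall of 2-cell genes is therefore unlikely to account for the fall of the family, although reads shared between its copies were not tested.

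All 7 Y-linked genes examined were highest in knockdown replicate B. Their summed CPM was 49.5 and 163 in control replicates A and B and 94.4 and 425 in knockdown replicates A and B, and Xist had 60, 5, 13 and 0 reads in the same order. More advanced genome activation in that replicate was not excluded. The median log2 difference of the 2-cell set between knockdown replicates B and A was -0.27, at percentile 18.2 of matched random lists. The oocyte set was lower in B (median difference -1.59, 45 of 49 genes higher in A), and the ratio of oocyte to 2-cell CPM was 7.05 in A and 4.72 in B. A larger share of male embryos and more advanced activation remain as candidate explanations. Of the 41 genes that differed between the letters in the block fit, 1 was Y-linked, so Y-linked genes themselves made up little of that difference. Sex composition was not excluded for the 41, since 6 of the 7 Y-linked genes were higher in B than in A in both arms. Ddx3y was the exception in the controls. More advanced activation in the B libraries was not excluded either. Of the 41 genes, 33 were lower and 8 higher in B, and 6 were oocyte genes.

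Genes lower in knockdown were fewer than chance among those most in favour of His. When genes were stratified by expression decile in the knockdown table the odds ratio rose to 0.58 (95% confidence interval 0.307 to 1.10, p 0.116), and by deciles of the His level it was 0.509 (p 0.0473). Expression level may therefore account for part of this shortfall, and the rest was not resolved.

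Gm281 alone had 0 reads in both libraries of a group and at least 10 CPM in both of the other, and neither of the other divisions of the 4 libraries gave such a gene.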
